A study of Mus musculus with 13 samples.

How the data were processed

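Single-cell RNA was measured in 13 samples of dissociated mouse brain tissue, taken without cell sorting from the ventricular-subventricular zone (SVZ) or the olfactory bulb (OB). In 12 samples the mice carried an inducible recombinase and a recombinase-dependent TdTomato reporter. The GCE line is hGFAP::CreERT2;Rosa26LSL-TdTomato and the Nes line is ratNes::FLPOER;Rosa26FSF-TdTomato. The remaining sample, SCOPE_SVZ, is a Scope-seq library, a method that links an image of each cell to its transcripts. It came from 2 male C57BL/6J mice at postnatal day 60. Per the labels, mRNA was captured on oligo dT beads in microwells, reverse transcribed with template switching, amplified by 14 cycles of PCR (16 for Scope-seq) and tagmented with Nextera XT. Neither the labels nor the tables state the aligner, the counting tool, the genome build, the annotation or the rule by which cells were kept.

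The deposited tables hold counts per gene and cell: each of the 5 tables has 48528 gene rows, and 0 entries were negative or not whole. That these are UMI counts is read from the values, as the labels do not name the unit. No normalization was found in them. The deposited cell lists name each cell by its sample, and the number of cells equalled the number in the labels in 13 samples. The deposited barcode lists were read only to count their lines. Gene identifiers and symbols are those of the tables, where 120 symbols stand on more than 1 row. Positions come from GENCODE vM21 (GRCm38), which matched 48058 of the 48528 identifiers without their version and 40606 with it. They are positions in that annotation, since the build behind the tables is not stated. Fluorescence and imaging values of the Scope-seq cells were not analysed here.

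The samples hold 64489 cells and 66692135 UMIs. Totals ran from 1375441 to 15921586 UMIs per sample and medians from 427 to 1249 UMIs per cell. The smallest UMI number of any cell differed between lineage-tracing samples, from 201 to 701, and was 60 in SCOPE_SVZ. It was lower in SVZ than in OB samples of each line: 201 against 301 to 701 in GCE, and 318 to 374 against 504 to 604 in Nes. In GCE_OB it was 701 in the samples of 8 weeks and 301 in those of 10 weeks. A difference in how cells were kept is therefore not separated from tissue, nor from age in GCE_OB. All cells in the tables were used, with no further filter on UMIs or mitochondrial share. Mitochondrial genes gave at most 1.08% of the UMIs of a whole sample. Intervals (95%, exact Poisson for CPM and Wilson for shares) and the limit set by a count of 0 (3 counts) cover counting error only.

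Cells of the 12 lineage-tracing samples were clustered together, and those of SCOPE_SVZ on their own. Counts were scaled to 10000 per cell and log-transformed. The 2000 most variable genes, without sex-linked, mitochondrial, recombinase and reporter rows, gave 30 principal components, a graph over 20 nearest neighbours and Leiden clusters at resolution 1.0 (seed 1). No batch correction was applied. A cluster took the name of the marker list with the most genes among its 10 top genes by fold (pseudocount 100.0 CPM), provided at least 3 of the list were raised 2.0-fold or more and seen in at least 10.0% of its cells. Classes are called "-like" because no annotation by the authors was used. Doublets were kept; Scrublet's own threshold marked between 0.065% and 10.4% of a sample, so an alternative left out the 5% of each sample with the highest score instead. RNA from other cells was not subtracted. Beside each called gene the level in all other cells of the same samples was computed.

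Counts were summed per sample and class, with at least 20 cells per sum and at least 3 samples per level. Genes passing filterByExpr were tested with the edgeR quasi-likelihood test after TMM scaling, with Benjamini-Hochberg adjustment within a class. A gene was called at an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Tissue was tested with line, sex and age as covariates, age with tissue, line and sex, sex in GCE samples with tissue and age, and line in male samples with tissue and age. Along the SVZ lineage, classes were compared within each sample, with the sample as a block. The 359 genes of the marker lists were left out of the lineage tests and counts. The recombinase row was left out of all gene tests. A printed log2 fold change is followed by an approximate standard error, its absolute value over the square root of the edgeR F statistic. This value can be too small where a group holds few counts. A mean CPM is followed by its SD over samples.

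Shares of cells were compared between tissues by a two-sided exact permutation test over the 420 rearrangements of the tissue labels within each line. Ages were compared by a two-sided exact sign-flip test over 3 pairs per tissue, and lines by values over 4 pairs of male samples. The share of cells with a UMI of the reporter row was compared with that of microglia-like and endothelial-like cells by a two-sided exact sign-flip test over samples with at least 20 cells of the class.

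Genes are named by a rule set before the data were examined, as were the groups, the tests, the marker lists and most alternatives: in each test, the 5 with the largest absolute log2 fold change in each direction among called genes with a mean of at least 50 CPM in the higher group and with samples fully separated (along the lineage, changed the same way in each sample). A fixed list of neurogenic, neuronal, sex-linked and reporter genes was added. For a gene at 0 in a group, the fold is a lower bound against 3 counts over the whole group.

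Alternatives were DESeq2 size factors, the DESeq2 Wald test, no filter on low counts, doublet scores, cells with at least 1000 UMIs, at least 50 cells per sum, other covariates or blocks, other clusterings (resolution 2.0 or 0.5, or each tissue on its own), another denominator, a log2 scale for shares, 2 UMIs or thinning to 1000 UMIs for the reporter, and leaving out each sample. Restricting calls to genes above the other cells, restricting lineage calls to genes not used for clustering, naming clusters with a pseudocount of 10.0 CPM, and keeping cells above 701 UMIs were added after the data had been seen. The gene tests were tested on simulated data with 200 changed genes in astrocyte/NSC-like sums (with progenitor-like sums for the lineage). There they recovered between 94% and 99% of them with between 1% and 5.03% false calls. The changed genes were drawn from those with higher counts and changed by more than the threshold for a call, and noise followed the fitted model. Genes with low counts and classes with small sums were not covered, so these rates are not shown for them.

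Software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, scanpy 1.11.5 (for Scrublet), anndata 0.12.19 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0.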

Results

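Transcripts were counted in single cells of the adult mouse SVZ, where new neurons arise, and of the OB, where they settle. The lineage-tracing samples form 4 groups. GCE_SVZ and GCE_OB each hold 4 samples, a male and a female at postnatal days 56 and 70. Nes_SVZ and Nes_OB each hold 2 male samples, at days 56 and 70. These ages are given as 8 and 10 weeks below. SCOPE_SVZ is a single library without replicates.

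GCE_SVZ held 13288 cells, with totals of 1375441, 2533813, 2962724 and 3344874 UMIs in replicates 1 to 4. GCE_OB held 11020 cells, with totals of 2595080, 3184918, 4883888 and 1654005 UMIs. The 2 samples of Nes_SVZ held 16478 cells and had totals of 2123163 and 15921586 UMIs. Those of Nes_OB held 15728 cells and had totals of 6248615 and 12256746 UMIs. SCOPE_SVZ held 7975 cells and 7607282 UMIs, with a median of 607 UMIs per cell. Median UMIs per cell ran from 427 to 608 in GCE_SVZ, from 493 to 1249 in GCE_OB, from 558 to 857 in Nes_SVZ and from 781 to 998 in Nes_OB.

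The first comparison asked which cells each tissue holds. Clustering of the 56514 lineage-tracing cells gave 35 clusters, of which a cluster of 424 cells took no name. The share of proliferating progenitor-like cells was 11.5% ± 6.80 (SD, n = 6) in the SVZ and 0.383% ± 0.279 (SD, n = 6) in the OB, a difference of 11.1 points (exact permutation p = 0.00476, adjusted p = 0.0119 over 15 classes). That p is the smallest the 420 arrangements allow. Oligodendrocyte-like cells made up 25.2% ± 5.51 (SD, n = 6) of SVZ cells and 8.90% ± 2.85 (SD, n = 6) of OB cells. Olfactory ensheathing-like cells made up 20.5% ± 6.05 (SD, n = 6) of OB cells and 0 of the cells in each SVZ sample. For both classes every SVZ sample lay on one side of every OB sample, with an exact permutation adjusted p = 0.0119. Ependymal-like cells were higher in the SVZ by 2.11 points, at the same adjusted p.

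Neuron-like cells were 7.75 points less frequent in the SVZ, -7.75 as SVZ minus OB (10.5% ± 5.19 against 18.2% ± 9.18, SD, n = 6 each, exact permutation adjusted p = 0.0179). Neuroblast-like cells were 5.79 points more frequent in the SVZ tissue (10.1% ± 6.39 against 4.34% ± 2.77, SD, n = 6 each, exact permutation adjusted p = 0.0397). Leaving out Nes_SVZ replicate 2 gave 4.28 points at an adjusted p of 0.149 in the same exact test, and leaving out Nes_SVZ replicate 1 or any 1 of the 4 GCE_OB samples also gave an adjusted p above 0.05. Astrocyte/NSC-like cells, a class that joins astrocytes and neural stem cells, differed by -0.04 points (25.1% ± 16.2 and 25.1% ± 14.9, SD, n = 6 each, exact permutation adjusted p = 0.990). In all, 11 of 15 classes had an adjusted p under 0.05. With each tissue clustered on its own the count was 7. The smallest UMI number of a cell was lower in SVZ than in OB samples of each line, so how cells were kept may contribute to these differences. With same-numbered SVZ and OB samples as pairs no class passed, where 6 pairs raise the smallest possible p to 0.03125. Within each line the direction for progenitor-like cells was the same: 7.80% in SVZ and 0.293% in OB of GCE, and 18.8% and 0.563% in Nes. For astrocyte/NSC-like cells the difference was 2.16 points in GCE and -4.44 points in Nes.

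**Figure D1:**
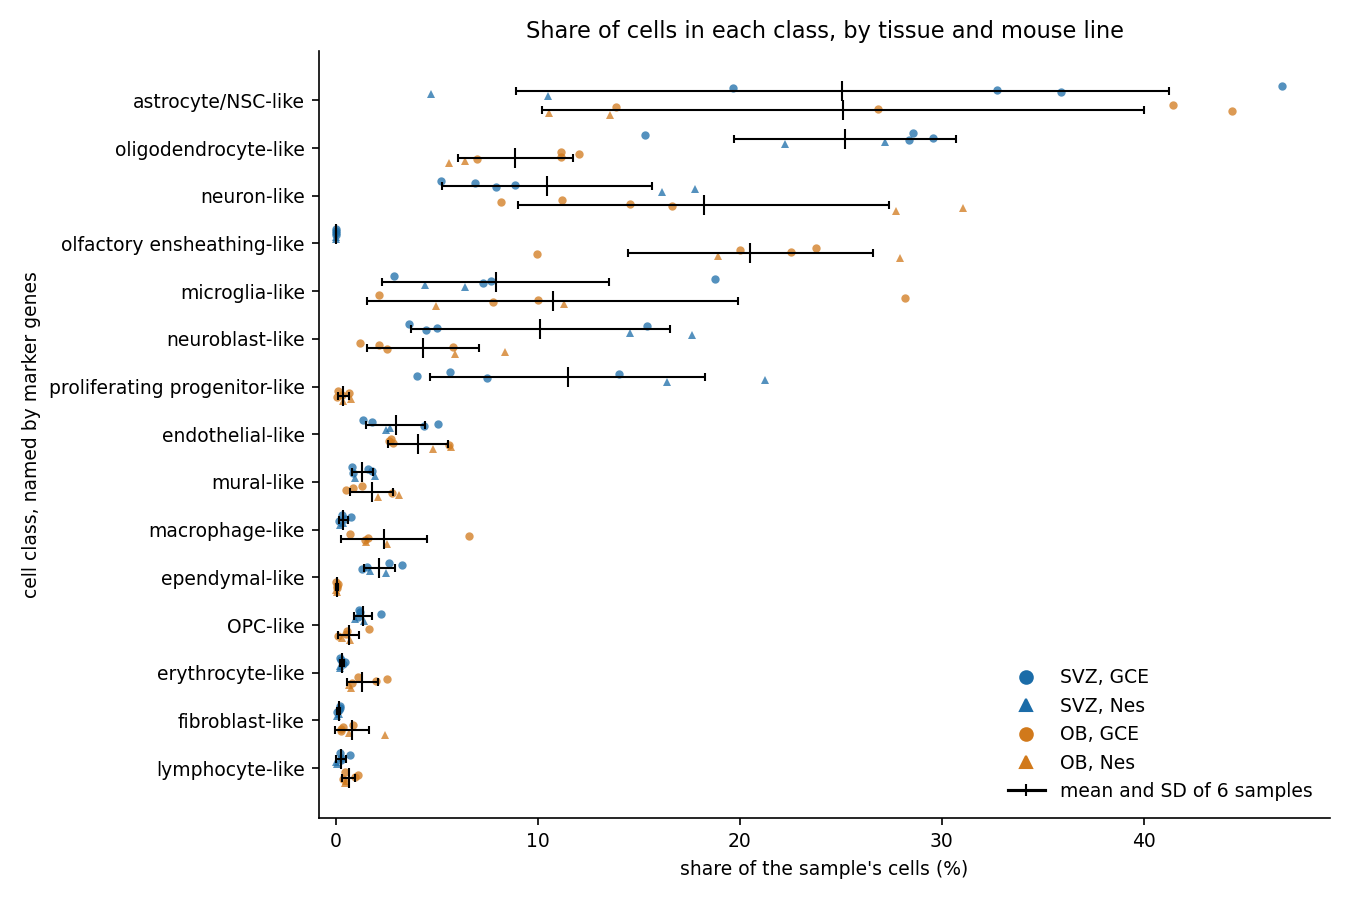
Share of cells (x axis, percent of the cells of a sample) per class (y axis) for SVZ (blue) and OB (orange). Points are samples (circles GCE, triangles Nes) and bars give the mean and SD of 6 samples. Progenitor-like cells average 11.5% in SVZ and 0.383% in OB, and ensheathing-like cells 20.5% in OB.

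Between 8 and 10 weeks of age, shares were compared in 3 pairs of samples per tissue, where the smallest possible exact p is 0.25. No class could pass 0.05. Oligodendrocyte-like cells of the SVZ were lower at 10 weeks in 3 of 3 pairs, by a mean of -6.50 points ± 6.19 (SD, exact sign-flip p = 0.25, adjusted p = 1.0). Neuroblast-like cells of the SVZ were higher in 2 of 3 pairs, by 4.78 ± 6.32 points (SD, exact sign-flip p = 0.5). Neither difference is shown to exceed the spread between pairs. The line comparison used 4 pairs of male samples and is given as values. GCE minus Nes was -15.3 ± 5.26 points (SD) for neuron-like cells, lower in 4 of 4 pairs, and -6.01 ± 3.86 points for neuroblast-like cells, lower in 4 of 4. For astrocyte/NSC-like cells it was 20.6 ± 19.2 points, higher in 4 of 4 pairs, with a range from 0.344 to 42.1.

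The next comparison asked which genes differ between SVZ and OB within a class. Over 9 classes, edgeR called 2935 gene and class combinations, 1252 higher in SVZ and 1683 lower. The alternative that moved this count most was no filter on low counts, with 5360. Among calls above the level of the other cells, a setting chosen after the data were seen, 1040 were higher in SVZ and 984 lower. Neuron-like cells had 1638 calls among 8531 genes tested, astrocyte/NSC-like cells 681 of 9138, neuroblast-like cells 258 of 4928, microglia-like cells 178 and oligodendrocyte-like cells 129. Endothelial-like cells had 28, progenitor-like cells 19 (from 3 OB and 6 SVZ samples), OPC-like cells 3 and mural-like cells 1. Without Nes_SVZ replicate 2 the progenitor-like count was 4, and with the DESeq2 Wald test the OPC-like count was 0, with 26 genes at an unadjusted p under 0.05. Of the calls in microglia-like and oligodendrocyte-like cells, 83.1% and 87.6% were at or below the level in the other cells of the same samples, against 13.7% for neuron-like and 40.2% for astrocyte/NSC-like cells.

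In astrocyte/NSC-like cells the largest rise in the SVZ was in Crym (ENSMUSG00000030905.5, chromosome 7, 120186380 to 120202111), from 2.48 ± 2.02 CPM in OB to 1247 ± 497 CPM in SVZ (SD, n = 6 each; log2 fold change 8.86 ± 0.36, edgeR adjusted p = 3.02e-14). Six3 rose from 0.335 to 109 CPM (log2 7.41 ± 0.41) and Thbs4, which is also in the marker list of this class, rose from 1.91 CPM (log2 5.10 ± 0.53). Notum (ENSMUSG00000042988.10, chromosome 11, 120653788 to 120661175) was at 5.40 ± 2.45 CPM in OB and 115 ± 101 CPM in SVZ (SD, n = 6 each; log2 4.34 ± 0.46, edgeR adjusted p = 5.03e-07). Prss56 rose by 4.22 ± 0.25 on the log2 scale. Sphk1 was at 0 in 6 SVZ samples and at 86.7 CPM in OB, so at least 84.9-fold lower in SVZ. S100a5 was also at 0 in SVZ and at 127 CPM in OB (at least 124-fold lower), but the other OB cells held 107 CPM of it. Serpinf1 had a log2 fold change of -6.31 ± 0.45 and Greb1 one of -5.48 ± 0.52. Cck had one of -6.51 ± 0.46, at a level below that of the other OB cells (160 against 484 CPM). Of 22 genes of the fixed list that were tested, 16 passed when adjusted over the list alone and 12 over all genes.

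In neuron-like cells Scn4b rose by 8.11 ± 0.49 and Cd4 by 8.58 ± 0.48 on the log2 scale, and Gm33651, at 0 in OB, was at least 190.4-fold higher in SVZ. Ttr rose by 9.82 ± 0.78, but its SVZ mean of 2714 CPM has an SD of 5491, and the other SVZ cells held 2256 CPM. Th (chromosome 7, 142892752 to 142931128) was at 395 ± 197 CPM in OB and 0.823 ± 1.59 in SVZ (SD, n = 6 each; log2 -8.48 ± 0.45). Ms4a15 was at 0 in SVZ and at 144 CPM in OB, at least 205-fold lower in SVZ; S100a5 was at least 175-fold lower, though its 123 CPM in OB lay close to the 105 CPM of the other OB cells. Ly6g6e had a log2 fold change of -8.78 ± 0.69 and Scgn one of -7.99 ± 0.59. In the fixed list 10 of 19 genes passed when adjusted over the list alone and 9 over all genes.

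In neuroblast-like cells Btg2 (log2 2.36 ± 0.32), Insm1 (2.17 ± 0.32) and Lig1 (2.03 ± 0.34) were higher in the SVZ and above the level of the other cells. Rrm2 (2.71 ± 0.42) and Hmgb2 (2.37 ± 0.25) were also higher, but below the level of the other SVZ cells. Crabp1 fell from 119 ± 106 CPM in OB to 1.95 ± 2.27 CPM in SVZ (SD, n = 6 each; log2 -5.27 ± 0.61, edgeR adjusted p = 1.37e-06) and Gng4 from 151 to 9.28 CPM (log2 -4.28 ± 0.37). Npy (-5.28 ± 0.32), Nrip3 (-4.41 ± 0.42) and Calb2 (-3.95 ± 0.41) were lower in the SVZ too, at levels below those of the other OB cells. Of 11 genes of the fixed list, 9 passed when adjusted over the list alone and 4 over all genes. For microglia-like cells these counts were 9 and 3 of 12, and for oligodendrocyte-like cells 8 and 5 of 15. In microglia-like cells Klf2 (log2 2.00) and Capg (1.84) were higher in the SVZ and above the level of the other cells.

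**Figure D2:**
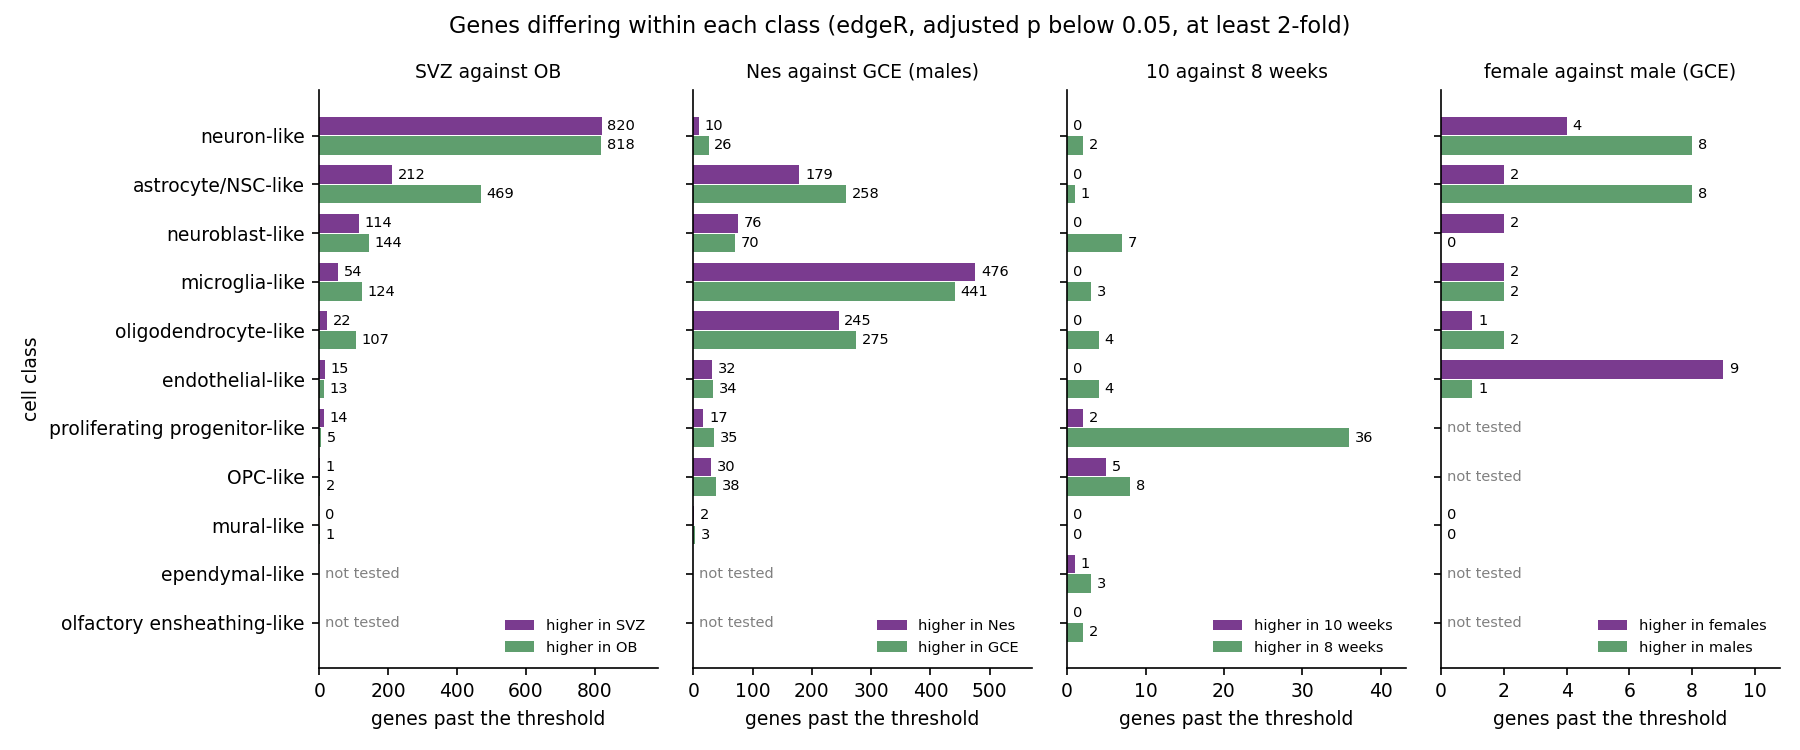
Genes past an adjusted p of 0.05 and an absolute log2 fold change of 1 per class in the comparisons of tissue, line, age and sex. The x axis gives the number of genes and the y axis the class, with separate bars for higher and lower. Neuron-like cells have 820 genes higher in SVZ and 818 lower, and the age and sex panels hold at most 38 and 12 genes per class.

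Age was tested in 11 classes and gave 78 calls, 8 higher at 10 weeks and 70 lower. The count was 342 with no filter on low counts, 38 without GCE_SVZ replicate 2 and 175 without Nes_OB replicate 1. Progenitor-like cells had 38 calls and OPC-like cells 13. Mural-like cells had 0 calls by edgeR, with 41 genes at an unadjusted p under 0.05, and 1 call by DESeq2. In progenitor-like cells Rnd1 (chromosome 15, 98663421 to 98677461) was at 51.4 ± 45.7 CPM at 8 weeks (SD, n = 4) and 2.48 ± 2.81 CPM at 10 weeks (SD, n = 5; log2 -3.63 ± 0.72, edgeR adjusted p = 0.00600). With cells of at least 1000 UMIs it no longer passed. Ftl1 had a log2 fold change of -1.48 ± 0.24 (edgeR adjusted p = 7.12e-04), and its adjusted p was 0.102 without Nes_SVZ replicate 2. Gm15920 and Gm10116 had log2 fold changes of -1.65 and -1.37, and Gm42826, below the level of the other cells, one of -1.87. In OPC-like cells Ccnd1 (chromosome 7, 144929931 to 144939925) was at 1472 ± 431 CPM at 8 weeks (SD, n = 4) and 368 ± 311 CPM at 10 weeks (SD, n = 5; log2 -2.34 ± 0.37, edgeR adjusted p = 9.63e-04). In SVZ samples alone its adjusted p was 0.350. In the fixed list for astrocyte/NSC-like cells, 1 of 22 genes passed when adjusted over the list alone and 0 over all genes.

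Sex was tested in the GCE samples, 4 males against 4 females, and gave 41 calls in 7 classes, 20 higher in females and 21 lower. The count was 185 with no filter on low counts, 16 without GCE_OB replicate 2 and 183 without GCE_SVZ replicate 3. The balance of directions moved too. Without GCE_SVZ replicate 3, 20 were higher in females and 163 lower, and without GCE_SVZ replicate 4, 55 and 26. Mural-like cells had 0 calls by edgeR, with 15 genes at an unadjusted p under 0.05, and 0 by DESeq2. In astrocyte/NSC-like cells Xist was at 0.795 ± 1.59 CPM in males and 544 ± 200 CPM in females (SD, n = 4 each; log2 9.73 ± 0.52, edgeR adjusted p = 3.28e-10). Eif2s3y was at 0 in the 4 female samples and at 58.9 CPM in males, at least 56.3-fold lower in females. Ddx3y had a log2 fold change of -4.27 ± 0.57. Gm7436 and Gm19244 had log2 fold changes of -1.53 ± 0.30 and -2.47 ± 0.44, with edgeR adjusted p of 0.0398 and 0.0366. In the fixed list, 4 of 22 genes passed when adjusted over the list alone and 3 over all genes.

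Line was tested in male samples, 4 GCE against 4 Nes, and gave 2247 calls in 9 classes, 1067 higher in Nes and 1180 lower. The count was 431 with cells of at least 1000 UMIs, where 4 classes were tested, and 1046 without Nes_OB replicate 2. Among calls above the level of the other cells, a setting chosen after the data were seen, 197 were higher in Nes and 939 lower. Strain background and the reference behind each table are not stated for either line and cannot be separated from it. In astrocyte/NSC-like cells, which had 437 calls, the processed pseudogene Gm11942 (ENSMUSG00000094344.1, chromosome 4, 32964888 to 32965232) was at 669 ± 88.0 CPM in GCE and 21.2 ± 3.59 CPM in Nes (SD, n = 4 each; log2 -5.00 ± 0.29, edgeR adjusted p = 1.32e-10). Ttn, Hba-a2, Rps3a3 and C030005K06Rik were lower in Nes by log2 -6.09, -4.76, -4.03 and -3.62. Gm13305, Abhd1, Gm8797 and Gm10260 were higher in Nes by 5.78, 3.10, 2.99 and 2.80. Gh (chromosome 11, 106300271 to 106301865) was at 0 in GCE, where the limit was 1.525 CPM, and at 251 ± 482 CPM in Nes (SD, n = 4). That mean is at least 164-fold higher but came almost wholly from Nes_OB replicate 2. The same class held 3.996 CPM in Nes_SVZ, its samples pooled, and 3.54 CPM in Nes_OB replicate 1. A 164-fold difference is therefore not shown for the line. The other Nes cells held 989 CPM of Gh, and its edgeR adjusted p was 0.182 without GCE_OB replicate 2. Of 23 genes of the fixed list, 11 passed when adjusted over the list alone and 3 over all genes.

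The last gene comparison followed the neurogenic lineage inside the SVZ, from astrocyte/NSC-like to progenitor-like to neuroblast-like cells, in 6 samples. The classes were defined from the same expression values, so these tests describe how the classes differ. The first step had 4468 calls among 10047 genes and the second 1373 among 7206. Together they made 5841, which was 3290 with cells of at least 1000 UMIs. Entpd2 (ENSMUSG00000015085.8, chromosome 2, 25395874 to 25401321) was at 317 ± 65.4 CPM in astrocyte/NSC-like and 3.37 ± 2.53 CPM in progenitor-like cells (SD, n = 6 each; log2 -6.33 ± 0.27, edgeR adjusted p = 4.46e-38). Celrr, 2900052N01Rik, Slc39a12 and Hsd11b1 had log2 fold changes between -6.46 and -5.87. Aurka (chromosome 2, 172356190 to 172370535) was at 0.475 ± 1.16 and 123 ± 21.6 CPM (SD, n = 6 each; log2 7.77 ± 0.48, edgeR adjusted p = 5.17e-27). Ska1, Eldr and Hmmr rose by 6.49, 5.90 and 5.80, and Gas2l3, at 0 in astrocyte/NSC-like cells, was at least 64.6-fold higher. Notum was lower in progenitor-like cells in 6 of 6 samples (119 ± 95.7 and 28.4 ± 12.6 CPM, SD, n = 6 each; log2 -2.08 ± 0.24, edgeR adjusted p = 9.92e-13).

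At the second step Plxna4 (ENSMUSG00000029765.12, chromosome 6, 32144268 to 32588192) was at 5.37 ± 3.18 CPM in progenitor-like and 143 ± 31.4 CPM in neuroblast-like cells (SD, n = 6 each; log2 4.14 ± 0.23, edgeR adjusted p = 4.98e-28). Sln, Tshz2 and Slitrk3 rose by 3.81, 3.56 and 3.45, and Gm11346 from 2.37 to 57.3 CPM. Cdc20 (chromosome 4, 118432901 to 118437352) was at 435 ± 112 and 10.7 ± 12.2 CPM (SD, n = 6 each; log2 -4.60 ± 0.18, edgeR adjusted p = 5.21e-37). Bub1b, Kif23, Cdc25c and Ect2 had log2 fold changes between -4.75 and -4.48. Notum was lower again, in 6 of 6 samples (32.5 ± 14.7 and 5.97 ± 11.8 CPM, SD, n = 6 each; log2 -2.71 ± 0.44, edgeR adjusted p = 2.21e-07); CPM is scaled within each step. Along the lineage, 8 of 11 and 4 of 8 genes of the fixed list passed when adjusted over the list alone, with the same counts over all genes. In SCOPE_SVZ, which has no replicates and took no part in the tests, 627 astrocyte/NSC-like, 903 progenitor-like and 1517 neuroblast-like cells were found. There 10 of 10 genes named by size at each step changed in the same direction, as did 4151 of 4462 and 1347 of 1373 called genes with a UMI. Plxna4 went from 13.3 CPM (95% exact Poisson interval 8.93 to 19.1) to 138 CPM (117 to 162). Cdc20 went from 199 CPM (180 to 218) to 67.8 CPM (53.5 to 84.7), a smaller fold than in the tests. Celrr rested on 2 UMIs and 1 UMI, with overlapping intervals. Only directions were compared, so the sizes of the changes are not shown to be alike.

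**Figure D3:**
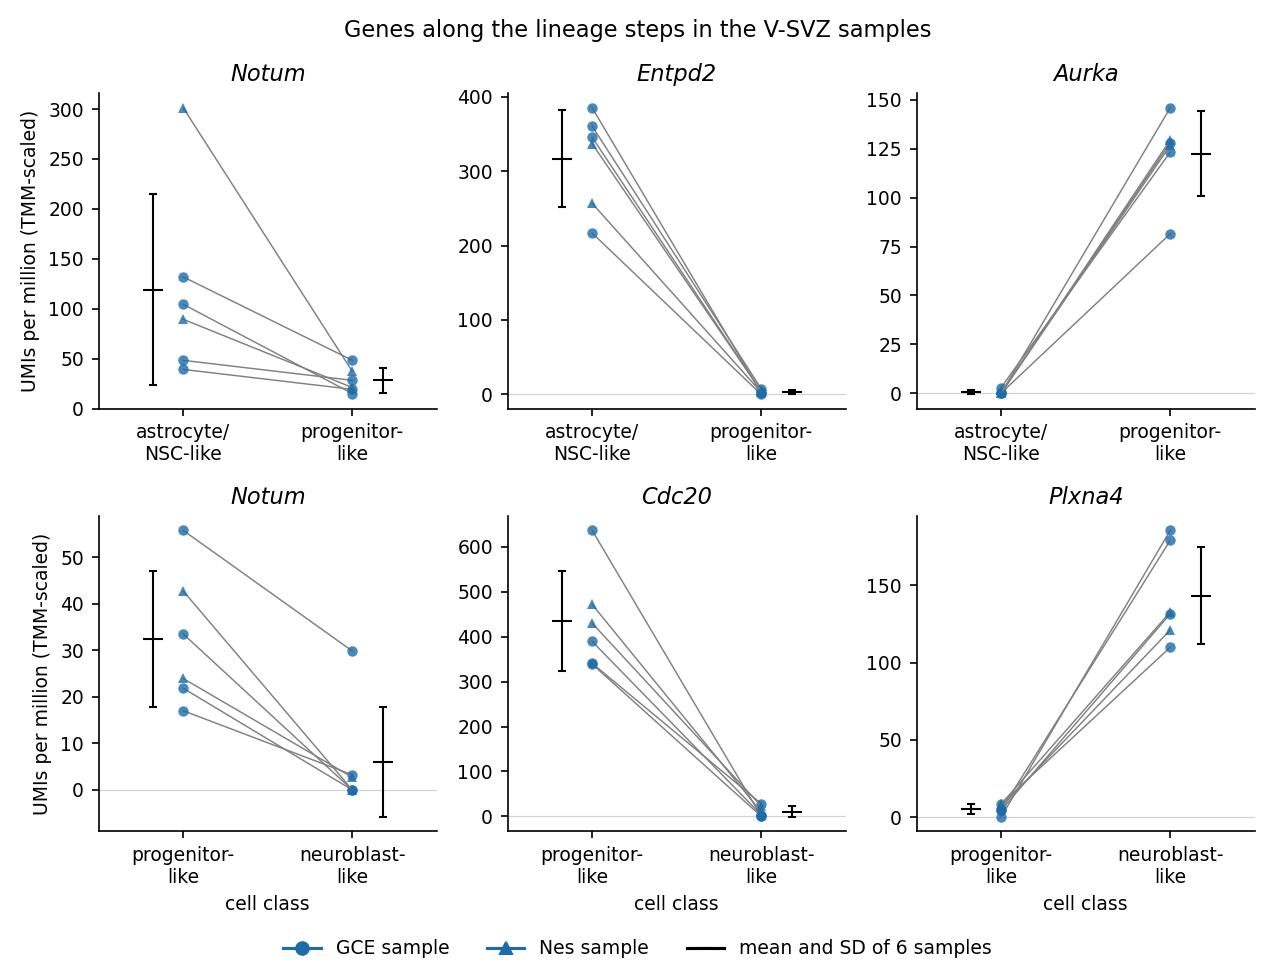
CPM of summed counts (y axis) of Notum, Entpd2 and Aurka in astrocyte/NSC-like and progenitor-like cells, and of Notum, Cdc20 and Plxna4 in progenitor-like and neuroblast-like cells; lines join the classes of 1 SVZ sample, and bars give the mean and SD of 6 samples. Notum falls from 119 to 28.4 CPM and from 32.5 to 5.97 CPM, and Plxna4 rises from 5.37 to 143 CPM.

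Recombination in these lines turns on TdTomato, and the tables hold a row named WRPE, taken here as the 3′ element of the reporter transcript. In the SVZ, 13.1% ± 9.75 (SD, n = 6) of ependymal-like cells held a UMI of this row, at a median depth of 589 UMIs. In the background of microglia-like and endothelial-like cells, the share was 1.44% ± 1.09 (SD, n = 6) at a median depth of 459 UMIs. The difference of 11.6 points was positive in 6 of 6 samples (exact sign-flip p = 0.03125, the smallest possible, adjusted p = 0.25 over 8 classes) and does not pass the correction. Astrocyte/NSC-like cells held it in 1.47% ± 0.579 of cells (SD, n = 6, median depth 424), neuroblast-like cells in 1.97% ± 1.35 (median depth 581) and progenitor-like cells in 1.78% ± 1.27 (median depth 1109). These shares did not differ from the background beyond the spread between samples; with 8 classes, 1 class alone could not pass the correction. The mean of the background itself lay above that of oligodendrocyte-like cells (0.587% ± 0.173, SD, n = 6, median depth 849) and neuron-like cells (0.676% ± 0.360, SD, n = 6, median depth 583), though not past the correction (exact sign-flip adjusted p = 0.333 for each). As CPM of summed counts the row was at 40.4 in the background of GCE, 40.3 in astrocyte/NSC-like, 57.4 in neuroblast-like, 22.1 in progenitor-like, 10.1 in neuron-like and 5.46 in oligodendrocyte-like cells. In Nes these values were 24.1, 22.0, 31.6, 21.8, 5.77 and 4.74. Differences among these classes were not tested. For progenitor-like cells the difference from the background was 0.334 points in the share of cells and -8.91 as CPM. In the OB no class passed after correction over 11 classes; the smallest exact sign-flip p was 0.03125 (adjusted p = 0.344), for oligodendrocyte-like cells, below the background in 6 of 6 samples by -1.69 points at a median depth of 1639.6 UMIs against 815. SCOPE_SVZ held 0 UMIs of the row among 7607282, which allows up to 0.394 CPM.

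**Figure D4:**
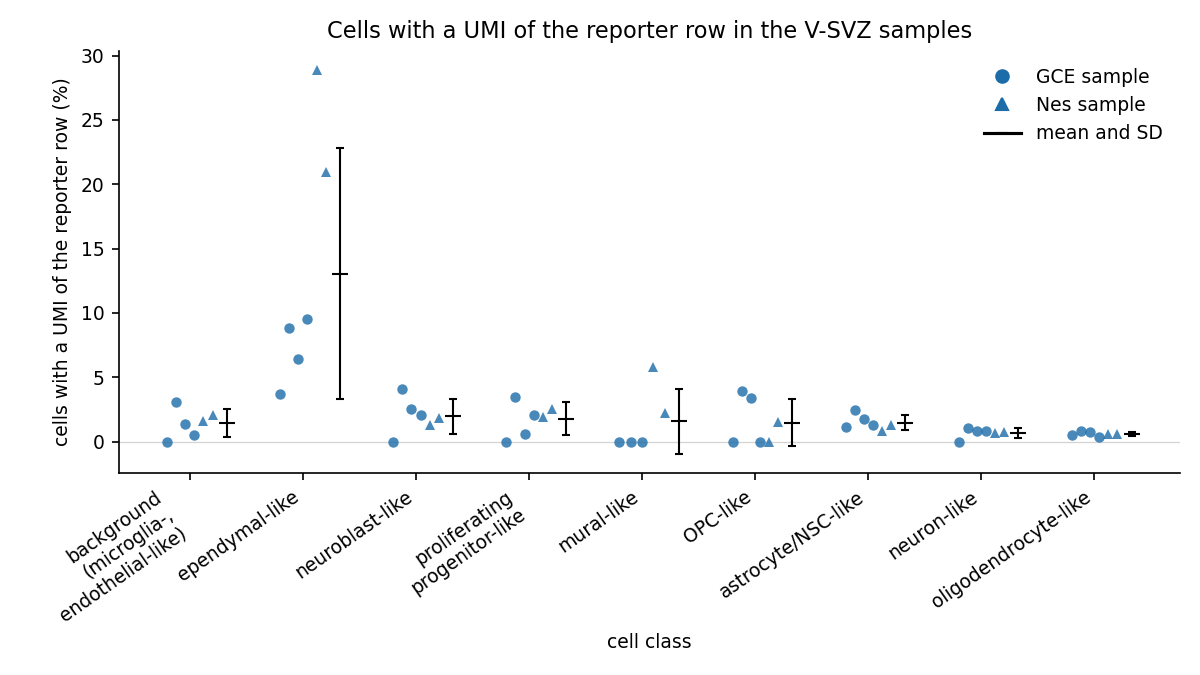
Percent of cells with a UMI of the reporter row (y axis) per class in the SVZ samples, with microglia-like and endothelial-like cells as background; points are samples and bars give the mean and SD. Ependymal-like cells average 13.1% and the background 1.44%.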

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

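Among the tests below, those on the recombinase rows were chosen only after the result was seen. For the tests on the neuroblast-like share the expected outcomes were written before their results, but the minimum of 701 UMIs and the naming with a smaller pseudocount, used in them, were added after the data had been seen. For each measure, the samples of GCE_SVZ and of GCE_OB were searched for 1 sample far from the others, relative to the range of the group. In 7 of 38 groups a sample stood apart, where chance gives about 1 in 20. No biological explanation was tested for single samples, since each is the only one of its age and sex in its group. Differences in shares were also compared between lines or tissues, and in 0 of 45 comparisons did they run in opposite directions in all samples of each.

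GCE_SVZ replicate 2 stood apart in 3 classes. Its neuroblast-like share was 15.4%, against 3.64% to 5.02% in the other samples of the group. Its oligodendrocyte-like share was 15.3% (others 28.4% to 29.6%) and its lymphocyte-like share 0.725% (others 0.246% to 0.280%). Since shares sum to the whole, a rise in one class lowers others. For the neuroblast-like share the naming of clusters was tested: the ratio of the gap to the range stayed at 0.875 or more over 4 other clusterings and namings, which argues against it. The other test applied 1 minimum of 701 UMIs to all samples. The ratio was then 0.769 and the sample no longer stood apart, though it was still the highest at 11.7% (others 4.03% to 5.81%). The 4 samples have the same smallest number of UMIs per cell, 201, so this minimum equalised nothing between them and does not test a difference in how cells were kept. What sets this sample apart stays open, a difference between animals included.

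The other samples that stood apart were GCE_SVZ replicate 3 with 2.24% OPC-like cells (others 1.10% to 1.23%), GCE_OB replicate 4 with 5.62% endothelial-like cells (2.65% to 2.86%), GCE_OB replicate 1 with 0.880% fibroblast-like cells (0.266% to 0.365%) and GCE_OB replicate 2 with 6.59% macrophage-like cells (0.704% to 1.59%). No explanation was tested for these.

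The tables of each line hold a row for its recombinase, which the comparisons above did not use. The Cre row held 191 UMIs in the 8 GCE samples and was above 0 in each. SCOPE_SVZ, whose table lists the same row, held 0, where the rate of the GCE samples would give 64.5. This argues against reads of a mouse gene being counted for the row. The FLPO row held 214 UMIs in the 4 Nes samples. In Nes_SVZ its level was 15.6 CPM in progenitor-like and neuroblast-like cells (105 UMIs) and 2.41 CPM in the background classes (3 UMIs; exact binomial p = 2.78e-05, with UMIs and not animals as the unit). The difference came from replicate 2, with 16.9 and 1.90 CPM; in replicate 1 the values were 6.85 and 5.28 CPM, from 6 UMIs and 1 UMI. Free RNA alone would give all classes a like level, so this argues against it as the only source. The classes singled out were not the only ones above the background: ependymal-like cells were at 16.5 CPM (7 UMIs in 7 cells, 95% exact Poisson interval 6.65 to 34.1). OPC-like cells were at 14.0 CPM (4 UMIs, 3.80 to 35.7). There 1 cell of 223 held all 4 UMIs, so that level is not shown to be one of the class. Which classes hold the transcript stays open.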

How the results depend on the processing

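The tests restricted to genes above the other cells, those on genes not used for clustering, the naming of clusters with a smaller pseudocount and the minimum of 701 UMIs were chosen only after the result was seen. Where a value changed and no reason is given, the cause was not tested.

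For tissue, 2935 calls became 5360 with no filter, where more genes were tested. The other alternatives gave from 2024 (only genes above the other cells) to 3659 (replicate block, 2875 of the main calls shared). Leaving out each sample gave 2513 to 3416, with at least 2238 shared. For age, 78 calls became 131 with the DESeq2 Wald test, 342 with no filter, 47 with cells of at least 1000 UMIs, 24 in OB samples alone and 49 above the other cells; leaving out a sample gave 38 to 175. For sex, 41 calls became 185 with no filter and 9 with at least 1000 UMIs, where 3 classes were left; leaving out a sample gave 16 to 183. For line, 2247 calls became 2860 with no filter, 1467 with the Wald test, 431 with at least 1000 UMIs and 1136 above the other cells. Of these 1136, 197 were higher in Nes and 939 lower, where the main counts were 1067 and 1180. Leaving out a sample gave 1046 to 2896. Along the lineage, 5841 calls became 7929 with no filter and 3290 with at least 1000 UMIs. They became 3945 without the replicate block and 4820 among genes not used for clustering. Leaving out a sample gave 5389 to 6032. The log2 fold change of Xist, 0.49 in the neuroblast step, reversed to -0.0297 with at least 1000 UMIs.

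For shares by tissue, 11 classes past the threshold became 0 with the replicate block, where the smallest adjusted p was 0.0521, 0 in GCE samples alone and 7 with each tissue clustered on its own; leaving out a sample gave 6 to 10. Fewer samples or pairs raise the smallest possible p in the first 2 of these. Deviations of same-numbered SVZ and OB samples correlated between -0.106 and 0.532 in GCE, over 0.1 in 12 of 16 values (each pair in astrocyte/NSC-like and oligodendrocyte-like, not in neuron-like and microglia-like cells), and between 0.125 and 0.347 in Nes, over 0.1 in 8 of 8, where the 2 pairs of a class give 1 value. Shared age and sex would give this too, so the numbers are not shown to pair the samples. With the replicate block, progenitor-like (11.1 points), neuron-like (-7.75) and neuroblast-like cells (5.79) kept their values, with adjusted p of 0.0521, 0.0521 and 0.0852. In GCE samples alone they were 7.51, -5.41 and 4.20. The neuroblast-like difference was 5.48 with tissues clustered apart and 2.16 with at least 1000 UMIs, with adjusted p of 0.05 and 0.104. Leaving out a sample gave 4.28 to 7.09 for neuroblast-like, -9.76 to -5.19 for neuron-like and 9.14 to 12.6 for progenitor-like cells. The astrocyte/NSC-like difference of -0.04 became 2.16 in GCE alone, 0.107 without doublet scores in the top 5%, 6.67 with another denominator and -4.40 to 4.02 leaving out a sample. It became 17.9 (adjusted p = 0.0102) with the smaller pseudocount, which leaves an astrocyte cluster of 3827 cells unnamed.

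Between ages, cells of at least 1000 UMIs gave 2.10 for neuron-like cells in SVZ, 1.83 in OB and 0.564 for progenitor-like cells in OB. Leaving out a sample gave these ranges in SVZ: astrocyte/NSC-like -12.0 to 4.45, neuroblast-like 1.28 to 7.43, neuron-like -1.26 to 0.387 and progenitor-like -0.711 to 5.90. In OB they were -12.3 to 10.2, -2.86 to -0.763, -3.19 to -0.482 and -0.334 to 0.136. Between lines they were 13.5 to 27.4, -7.27 to -4.37, -17.3 to -13.8 and -6.21 to -0.914. For the reporter in SVZ they were -0.203 to 0.188 for astrocyte/NSC-like, 8.48 to 13.2 for ependymal-like, 0.323 to 0.693 for neuroblast-like, -0.973 to -0.523 for neuron-like and 0.0901 to 0.555 for progenitor-like cells, which had -8.91 as CPM.

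Of named genes, 15 of 20 in astrocyte/NSC-like, 17 of 18 in neuron-like and 13 of 13 in neuroblast-like cells kept their call between tissues under each alternative that tested them. This held for 2 of 5 in progenitor-like and 0 of 9 in OPC-like cells between ages, for 2 of 5 in astrocyte/NSC-like cells between sexes and for 8 of 13 between lines. Depth limits these results: thinning to 1000 UMIs leaves out 10456 of 13288 cells of GCE_SVZ and 10162 of 16478 of Nes_SVZ.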

Other observations

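The splits by tissue, age and lineage step, the carry-over of Gh by the rate of other genes and the link of Prm1 to the recombinase were written before their results were seen; the remaining tests here were chosen only after the result was seen. Other splits of the same samples gave as many calls as the real one, itself included, in 1 of 60 for tissue, 3 of 60 for age, 4 of 33 for sex, 1 of 33 for line and 1 of 32 for the lineage steps. For age, 3 of 60 is not under 0.05, and for sex, 4 of 33 is above it, so chance cannot be excluded for these counts. It can be for tissue, and for line if its 8 samples are from separate animals. The labels do not exclude that an SVZ and an OB sample of the same line, age and sex came from 1 animal, which would leave 2 animals per line and only 3 splits. For the lineage steps the exchanges decide nothing, because the classes were named from the same expression values, which favours the real labels. The tissue and age splits were drawn from 462; for sex and line, 2 further splits coincide with a covariate and could not be fitted.

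RNA from other cells was tested as a source of the tissue calls. In microglia-like and oligodendrocyte-like cells 85.0% of calls were at or below the level in the other cells of the same samples, as free RNA could give. In neuron-like cells the share was 13.7%, which argues against it for most of their calls.

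Gh was at 44074 UMIs in Nes_OB replicate 2. Of these, 87.2% lay in 70 cells with at least 50 Gh UMIs, of which 56 had been named neuron-like. From a list of 12 pituitary genes written after Gh was noticed, 6 others were above the other cells of the sample in these 70 cells, among them Dlk1 (410 UMIs), Pou1f1 (18) and Lhx3 (8). Prl, an abundant pituitary hormone gene, had 3 UMIs there, and 1456 of its 1882 UMIs lay in 7 cells. Somatotroph cells of the pituitary carried into the dissection are a candidate source. The other OB samples held 31 Gh UMIs together, all in Nes_OB replicate 1, which argues against a level shared by OB cells.

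The other Nes samples held Gh at a low level, 102 UMIs in Nes_SVZ, and the GCE samples 1 UMI. If reads had been carried over from Nes_OB replicate 2, 22 genes abundant there and absent from GCE_SVZ would give 17.3 UMIs in Nes_SVZ replicate 2; 54 were seen. Several of these genes may be expressed in Nes_SVZ itself, so this leaves carry-over open by this test. By class, progenitor-like and neuroblast-like cells held 71.6% of the Gh UMIs of Nes_SVZ but 37.4% of all its UMIs, which argues against carry-over, as that would follow depth. Expression in these classes of any mouse would give 23.1 Gh UMIs in the same classes of GCE_SVZ, where 0 were seen. A transcript tied to the transgene of the line stays open: the FLPO row of Nes_SVZ also had more of its UMIs in these classes, 66.9%, though not in replicate 1 (37.5%). Over Nes_SVZ and Nes_OB replicate 1 together, 156 cells held a UMI of the row and 130 a Gh UMI; 2 held both, against 1.64 expected (permutation p = 0.490).

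Prm1 was seen in each of the 8 GCE samples and had 0 UMIs in Nes and SCOPE_SVZ. Of 182 GCE cells with a recombinase UMI, 176 also held a Prm1 UMI, against 13.4 expected (permutation p = 0.0001, the smallest that 10000 resamples give). It was higher in neuron-like than in background cells in 8 of 8 samples (53.9 ± 21.6 and 8.98 ± 8.53 CPM, SD, n = 8, exact p = 0.00781, the smallest possible), which argues against free RNA. A transcript that joins the recombinase to Prm1 sequence, such as a shared 3′ end, is a candidate explanation.

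Of 39 genes called between lines in at least 5 classes, 46.2% were pseudogenes or ribosomal protein genes, against 7.28% of 5302 genes tested in as many classes (Fisher's exact p = 3.38e-11). Hba-a2 was at 4.96 to 36.5 CPM in the Nes samples, 234 to 3530 CPM in GCE and 1678 CPM in SCOPE_SVZ, while Hba-a1 was at 781 CPM or more in Nes. Reads shared between near-identical genes and assigned differently in the tables of each line may account for part of the line calls. In SCOPE_SVZ 26 of the 39 genes lay nearer to GCE. A strain variant and a difference in the reference cannot be told apart, because the SCOPE_SVZ table shares its recombinase row, and so perhaps its reference, with GCE. The age calls in progenitor-like cells held the same kinds of gene, 47.4% of 38 against 10.4% of 5883 tested (Fisher's exact p = 7.27e-09), so reads shared between near-identical genes could contribute there too.

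The reporter in ependymal-like cells of the SVZ stood 166 CPM above the background, which argues against depth of the cells as the cause, since CPM is scaled by depth. It was above the background in 6 of 6 samples, which argues against RNA from other cells, as that would reach all classes alike. The share was 7.48% in GCE (22 of 294 cells) and 21.9% in Nes (86 of 393). Labelling of ependymal cells in both lines is a hypothesis that fits these values; after correction the test in the SVZ had an adjusted p of 0.25.

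The cluster without a name held 424 cells and made up 2.27% of Nes_SVZ and at most 0.0329% of the other lineage-tracing groups.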
